A study of Oncorhynchus mykiss with 6 samples. Its data were reported in "Integrated Analysis of lncRNA and circRNA Mediated ceRNA Regulatory Networks in Skin Reveals Innate Immunity Differences Between Wild-Type and Yellow Mutant Rainbow Trout (Oncorhynchus mykiss)" (2022).

How the data were processed

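Dorsal skin was taken from female wild-type (WR_S) and yellow mutant (YR_S) rainbow trout kept in the same pond, and small RNA libraries were made from total RNA with a TruSeq small RNA kit and sequenced single-end on an Illumina HiSeq. Each group had 3 libraries, 1 per dorsal skin, at 12 months post hatching. The authors filtered adapter dimers, junk, repeats and structural RNA with ACGT101-miR, matched the remaining tags to miRBase for known miRNAs, and predicted candidates from genome position and hairpin with Mireap. The filter settings were not given in the sources used here.

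The authors deposited for each library an estimated count per miRNA entry, in which reads shared by several entries were divided among them, so that 36.8% of the values above 0 were not whole (tolerance 1e-06). They also deposited a normalized signal, which equalled the count times 1 factor per library (0.732, 0.833 and 0.842 in WR_S, 2.34, 0.888 and 0.911 in YR_S, replicates in order). The authors' deposited table further held the log2 ratio of the group means and a p-value per entry. Its header names a t-test for that p-value, and a test with unequal variances on the deposited signal gave the same p within 1e-04 for all 1426 entries, whereas the study's methods name DESeq2. The table held 1 line that named no miRNA, which carried no value. Sequences occurred more than once, and 116 sequences stood in several entries (262 entries). Identical counts in all libraries were held by 163 sets of entries (523 entries). Scarce entries can hold the same counts without sharing reads, and 212 entries were above 0 in 1 library only. Each entry is a name from the species whose database sequence matched, with length or base changes in its suffix, so entries of 1 family share reads and the split among them is uncertain. Reads counted in several entries make calls appear in groups, and division of reads makes counts smaller than the reads behind a sequence.

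Because the table held counts, edgeR's quasi-likelihood test was the main test instead of limma on log2(deposited value + 1), which had been chosen before the data were examined for a normalized table and is given as an alternative. Estimated counts were rounded to whole numbers. Entries above 0 in at least 3 of the 6 libraries were tested (1085), TMM factors were used for scaling, and p was adjusted by Benjamini-Hochberg over the entries tested, two-sided. Fold changes are YR_S over WR_S, their SE is the fold change divided by the root of the F value, and a fold against a group at 0 was bounded with a floor of 3 counts in each of its libraries, which averaged 0.617 CPM in WR_S and 1.15 CPM in YR_S. CPM values used the TMM library sizes. The common biological coefficient of variation was 0.469. The p-values measure the spread between 3 libraries per group. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and scipy 1.17.1.

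The main test was tested on simulated data for YR_S against WR_S, with counts drawn for the 1085 entries from the real means, dispersions and library sizes and 200 entries changed in each of 10 draws. At an adjusted p below 0.05 it recovered 9.85% of 2-fold, 47.5% of 4-fold and 67.1% of 8-fold changes, and 19.9%, 83.9% and 95.7% among entries averaging at least 10 CPM. Of all calls 4.06% were false. At the study's thresholds 3.94% of unchanged entries were called. The simulated entries were drawn independently with the dispersions edgeR estimated, whereas only 914 of the 1085 real count patterns were distinct. The rates therefore hold for such independent entries and may differ in the real data.

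There were 15 lists of miRNA families for cell types, immune functions, clusters, suspected fragments of structural RNA and the study's network, fixed before the data were examined and tested with camera (preset correlation 0.01 and again estimated) and fry, adjusted over the 15 lists. The lists were epithelium, pigment cells, innate immunity, leukocytes, skeletal muscle, erythrocytes, stroma, endothelium, sensory and neuroendocrine cells, liver and gut, HOX clusters, let-7, miR-17-92, fragment suspects and the study's network. Named miRNAs were set by a rule written beforehand: the 7 of the study's network, up to 10 higher and 10 lower by smallest p at the thresholds, the 10 most abundant, and the 3 most abundant tested members of each list, with entries of identical sequence or counts taken once. Detection was compared over all 10 splits of the libraries into 2 sets of 3, length shares by exact permutation and candidates by Fisher's exact test. Alternatives chosen beforehand were other pseudocounts, filters and scalings, the replicate number as a block, prior variance without trend, array weights, collapsed sequences, and lists without fragment suspects, without candidates and without each library. Added after seeing the data were DESeq2, collapsed count patterns, the authors' factors, a robust prior, sums per family and thinned libraries. Collapsing and sums per family added the counts of the entries together. Reads listed in full under several entries are therefore counted several times in them. For thinning, rounded counts were drawn binomially to the total of the shallowest library in 20 draws.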

Results

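Small RNA was sequenced from dorsal skin of rainbow trout at 12 months post hatching, with 3 libraries from wild-type fish (WR_S) and 3 from yellow mutant fish (YR_S), whose skin colour differs from the wild type. The study compared the groups to look for RNA differences bearing on skin immunity. The table listed 1426 miRNA entries with 1280 distinct sequences, and 469 of the entries were predicted candidates with no database match (names starting PC-). The summed counts were 5089802, 4477917 and 4567996 in WR_S replicates 1, 2 and 3, and 1442631, 4375641 and 4388665 in YR_S replicates 1, 2 and 3. YR_S replicate 1 was therefore the shallowest library, and a count of 3 stood for 1.95 counts scaled to 1e6 per library (CPM) there and for 0.578 to 0.765 CPM in the other libraries. Levels below are CPM as mean ± SD over 3 libraries per group, and intervals and floors cover counting error only. Genome positions of the entries are not given here.

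The first comparison asked which miRNAs differed between YR_S and WR_S skin. The most abundant miRNA with an unadjusted p below 0.05 was ssa-miR-204-5p, studied in pigment cells and in retinal pigment epithelium, which averaged 36238 ± 1959 CPM in YR_S and 19769 ± 2327 CPM in WR_S (log2 fold change 0.87 ± 0.17 SE). The pancreas-enriched dre-miR-217_R+1 averaged 141 ± 97.4 CPM in YR_S and 25.2 ± 11.7 CPM in WR_S, and dre-miR-216b of the same genomic cluster averaged 74.6 ± 31.2 and 14.6 ± 7.41 CPM. Without YR_S replicate 2 the log2 fold change of dre-miR-217_R+1 went from 2.49 to 1.77. In the other direction ssa-miR-499b-5p_R-1, whose family is encoded in myosin heavy chain genes, averaged 65.7 ± 24.8 CPM in YR_S and 177 ± 26.6 CPM in WR_S. None of these differences passed the adjustment over the 1085 entries tested, with an adjusted p of 0.233 for each in edgeR's quasi-likelihood test, the smallest obtained. Another entry of the miR-499 family, ssa-miR-499a-5p, was higher in YR_S (62.4 ± 43.8 against 21.4 ± 6.92 CPM). Summed over its entries the miR-499 family was at 128 ± 69.0 CPM in YR_S and 201 ± 23.9 CPM in WR_S, so no fall of the whole family is shown.

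**Figure D1:**
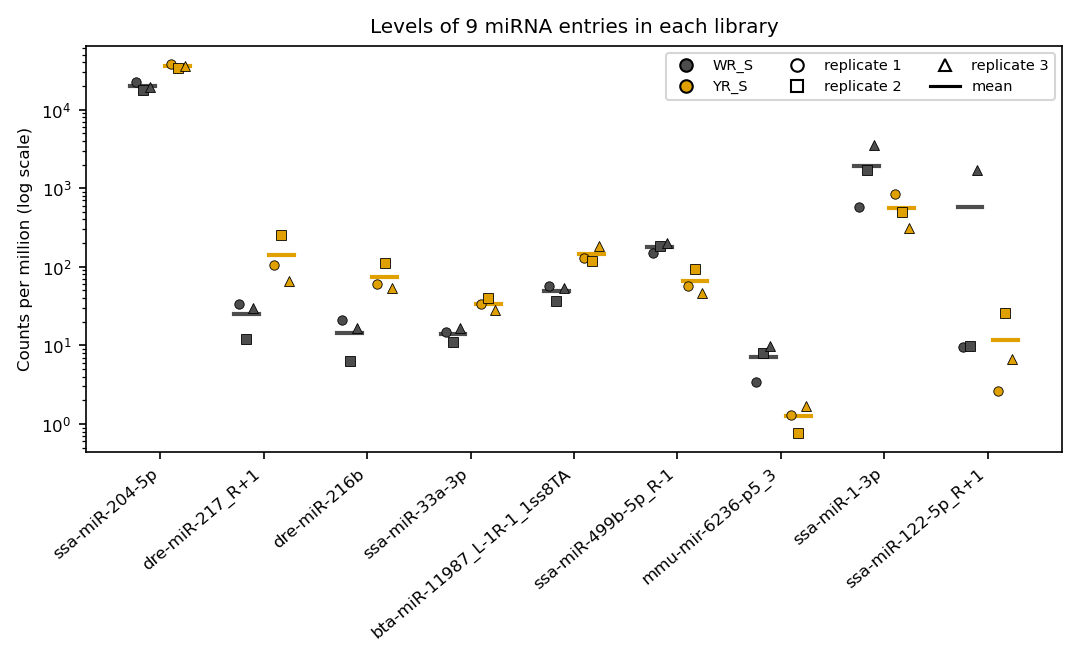
Levels of 9 miRNA entries in CPM on a log scale, with 1 point per library (grey WR_S, yellow YR_S, marker shape for the replicate number) and a line at each group mean. The YR_S libraries lie above all WR_S libraries for ssa-miR-204-5p, while the WR_S mean of ssa-miR-122-5p_R+1 rests on replicate 3.

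At an adjusted p below 0.05, edgeR called 0 entries and limma on log2(deposited value + 1) called 0, while DESeq2 called 36, of which 13 were higher and 23 lower in YR_S. At an unadjusted p below 0.05 edgeR gave 113 entries, where 54.3 are expected if no entry differed. Only 914 of the 1085 count patterns were distinct, and such sharing widens the spread around that number. At the same p the highest of the other splits of the libraries gave 83. At the study's thresholds, an absolute log2 fold change of at least 1 and an unadjusted p below 0.05, edgeR gave 89 entries, with 19 higher and 70 lower in YR_S. Quantile normalization in limma gave 40 higher and 55 lower. Entries with the same 6 counts occurred often, and the 89 entries held 68 distinct count patterns, of which 18 were higher and 50 lower. Of the 89 entries, 25 averaged at least 10 CPM and these were balanced, with 13 higher and 12 lower. In 32 of the 89 one group was at 0, YR_S in 29 of them and WR_S in 3, and for 8 of the 32 the fold against the floor of 3 counts per library reached 2. These 32 were all the tested entries with 1 group at 0, and they passed the filter only through the other group. Their calls, which are also among the 113, repeat their detection pattern and add no further support. The count was 56 without WR_S replicate 2 (12 higher, 44 lower) and 50 when only entries with a mean deposited value of at least 10 were tested. The filter of 3 libraries was kept when a library was left out. Without any WR_S library the 29 entries at 0 in YR_S therefore could not be tested, and the count had to fall.

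**Figure D2:**
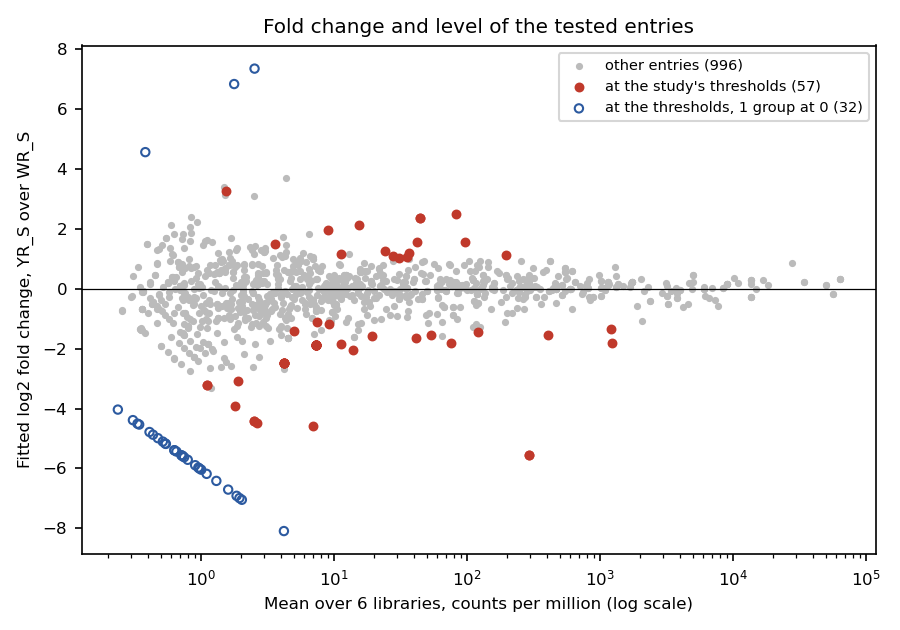
Fitted log2 fold change of YR_S over WR_S against the mean level of the 1085 tested entries, in CPM on a log scale. Open circles are the 32 entries at the study's thresholds with 1 group at 0, whose fitted folds depend on the prior count, and most of them lie at low levels and below 0.

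Among the entries at the study's thresholds that were higher in YR_S, with smallest p and none passing the adjustment, were hsa-mir-204-p5 (272 ± 42.2 against 124 ± 15.8 CPM), ssa-miR-33a-3p of a family located in genes of sterol regulation (33.9 ± 5.54 against 14.1 ± 2.80 CPM) and ssa-miR-499a-5p (62.4 ± 43.8 against 21.4 ± 6.92 CPM). The YR_S mean of ssa-miR-499a-5p rested on replicate 2, without which its log2 fold change went from 1.55 to 0.80 and its unadjusted p to 0.0663. The candidates PC-5p-10456_242 and PC-3p-5530_487 averaged 51.7 ± 26.5 and 38.5 ± 13.5 CPM in YR_S against 22.4 ± 3.48 and 17.7 ± 0.976 CPM in WR_S. PC-5p-45109_32 was at 0 in all 3 WR_S libraries and at least 5.77-fold higher in YR_S. Among those lower in YR_S, dre-miR-196d_R+1 from a HOX cluster was at 0 in all 3 YR_S libraries and at least 7.34-fold lower, although its WR_S level varied (8.42 ± 7.49 CPM), and dre-miR-196d averaged 0.161 ± 0.278 CPM against 5.13 ± 4.80 CPM. PC-5p-46605_30, PC-5p-37140_45, aca-miR-206-3p_R+4 and PC-3p-41055_38 were also at 0 in YR_S and at least 3.55-, 3.40-, 3.24- and 2.28-fold lower. The bound was 3.70 for dre-miR-196d_R+1 without WR_S replicate 2 and 1.81 for aca-miR-206-3p_R+4 without WR_S replicate 3. The sequence of aca-miR-206-3p_R+4 is that of ssa-miR-206-3p with further bases at its end, and ssa-miR-206-3p averaged 690 ± 280 CPM in YR_S. Likewise dre-miR-196d_R+1 extends dre-miR-196d, and the miR-196 family summed to 394 ± 126 CPM in YR_S and 557 ± 167 CPM in WR_S. Zeros of such length variants do not mean that these miRNA families were absent from YR_S. PC-3p-34708_51 averaged 0.868 ± 1.5 CPM in YR_S and 13.1 ± 4.06 CPM in WR_S, and gmo-miR-7550-5p_L-1R+4_1 averaged 0.161 ± 0.278 and 4.83 ± 2.44 CPM. The fitted log2 folds of these entries rested on few YR_S counts. That of PC-3p-34708_51, above 0 in YR_S replicate 1 alone, was -4.59, and -8.94, -3.85 and -3.80 without YR_S replicates 1, 2 and 3. That of dre-miR-196d was -4.49, and -3.48 without WR_S replicate 2, -3.84 without YR_S replicate 2 and -7.40 without YR_S replicate 3. For gmo-miR-7550-5p_L-1R+4_1 the value was -4.40, and -3.75 and -7.32 without YR_S replicates 2 and 3.

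The study placed 7 of these miRNAs in a network with long non-coding RNAs, and because they were picked on these samples their direction here is not independent evidence. PC-5p-43254_34 was at 0 in WR_S and at least 8.22-fold higher in YR_S, and bta-miR-11987_L-1R-1_1ss8TA averaged 144 ± 34.2 CPM in YR_S and 48.9 ± 10.8 CPM in WR_S. PC-3p-28352_70 (4.31 ± 0.952 against 1.79 ± 0.497 CPM) and oni-mir-124a-2-p5_1ss13GA (3.43 ± 0.715 against 1.39 ± 0.684 CPM) had unadjusted p of 0.0589 and 0.0879. The entry mmu-mir-6236-p5_1 held the same counts in every library as 2 others of the network, mmu-mir-6236-p3_1 together with its neighbour mmu-mir-6236-p3_2, and the 3 were thus 1 measurement, 3.40 ± 2.75 CPM in YR_S and 11.4 ± 2.48 CPM in WR_S, with a log2 fold change of -1.87, and -2.69 without YR_S replicate 1. A further pattern shared by 6 entries, mmu-mir-6236-p5_3 among them, averaged 1.25 ± 0.463 and 7.16 ± 3.34 CPM. Over all entries tested 0 of the 7 passed, and 5 of the 7 passed when adjusted over the list alone, 2 higher and 3 lower. The 3 lower were the mmu-mir-6236 entries, and with identical counts taken once 2 of 5 patterns passed higher and 1 lower. The study called its miRNAs at p below 0.05 on these samples, so passing over this list was close to fixed in advance. Camera did not call the network as a list in the main test (adjusted p = 0.170). It called it upward in 3 of 23 alternatives, with identical sequences collapsed (adjusted p = 0.0330), without the fragment suspects (7.43e-06, with 3 entries left) and with identical counts collapsed (3.19e-07), and fry for a shift in 1 direction called it in the last 2 (adjusted p = 0.0248 and 0.0207). With an estimated correlation camera called it in 0 alternatives (smallest adjusted p 0.161). Fry for change in either direction called it in the main test (adjusted p = 0.00490), but not without WR_S replicate 2 (0.0612), YR_S replicate 2 (0.0712) or YR_S replicate 3 (0.124). The entry bta-miR-11987_L-1R-1_1ss8TA and the mmu-mir-6236 entries also stand in the list of suspected fragments of structural RNA. That list was fixed before the data were examined here, but the study had already named these entries on the same samples.

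Groups of miRNAs fixed before the data were examined were then compared. The skeletal muscle miRNAs were lower in YR_S in 19 of 20 tested entries, with a median log2 fold change of -1.62 (-1.30 with entries at 0 in 1 group set at their bound), and camera called the list (adjusted p = 1.75e-06). The adjusted p was 0.731 with an estimated correlation. Adjusted over the list alone 1 entry passed, ssa-miR-499b-5p_R-1, and over all miRNAs 0 passed. ssa-miR-1-3p averaged 552 ± 278 CPM in YR_S and 1932 ± 1499 CPM in WR_S, ssa-miR-206-3p 690 ± 280 and 1749 ± 1350 CPM, and ssa-miR-133b-3p_L-1R+2 1317 ± 909 and 2802 ± 1623 CPM. Without WR_S replicate 3 the log2 fold changes of ssa-miR-1-3p and ssa-miR-206-3p went from -1.81 to -1.19 and from -1.34 to -0.67, and without YR_S replicate 1 that of ssa-miR-133b-3p_L-1R+2 went from -1.09 to -1.91. The WR_S libraries differed widely, since the muscle entries summed to 2806, 6965 and 12618 CPM in WR_S replicates 1, 2 and 3, and to 4951, 2197 and 2008 CPM in YR_S.

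In the list of structural RNA fragment suspects 42 of 55 tested entries were lower in YR_S (camera adjusted p = 3.82e-05, and 0.731 with an estimated correlation). Its summed level overlapped between the groups. It was 1268, 1137 and 1499 CPM in WR_S replicates 1, 2 and 3 and 1486, 834 and 1041 CPM in YR_S replicates 1, 2 and 3. Adjusted over the list alone 1 entry passed higher and 18 lower, all 18 of them mmu-mir-6236 entries. The study had named mmu-mir-6236 and miR-11987 entries in its network on these samples, so the result of this list is not independent evidence either. With identical count patterns taken once none passed lower. The camera adjusted p of the list was 0.665 with the counts of such entries added together, and 0.183 without YR_S replicate 2. Its most abundant members did not pass: bta-miR-2478_L-2 (117 ± 28.4 CPM in YR_S against 187 ± 95.4 in WR_S), mmu-mir-6240-p5_1ss19GT (131 ± 70.5 against 143 ± 35.7) and bta-miR-11987_L-1_1ss8TA (127 ± 16.5 against 83.8 ± 25.7). The log2 fold change of mmu-mir-6240-p5_1ss19GT was -0.13, and -0.77 without YR_S replicate 1. The miR-17-92 group was higher in YR_S in 33 of 42 entries, by a median of 0.27 on the log2 scale (camera adjusted p = 0.00583, and 0.731 with an estimated correlation), and no member passed over the list alone. ssa-miR-25-3p averaged 1503 ± 157 CPM in YR_S against 1125 ± 146 CPM in WR_S, ola-miR-92a_R+2_1 671 ± 103 against 416 ± 184, and ssa-miR-92a-3p 4938 ± 1293 against 4353 ± 408. The endothelium list, which holds miR-126 and the miR-23, miR-27 and miR-24 families, was higher in 31 of 44 entries by a median of 0.15 (camera adjusted p = 0.0209, and 0.757 with an estimated correlation). Its members gmo-miR-23a-3p (5777 ± 1253 against 4242 ± 794 CPM), ssa-miR-126-3p (7058 ± 2577 against 6865 ± 277 CPM) and ssa-miR-27b-3p (6235 ± 707 against 5978 ± 190 CPM) did not pass. The call was lost in 7 of 23 alternatives, among them without WR_S replicate 2 (adjusted p = 0.0942), without WR_S replicate 3 (0.165), without YR_S replicate 2 (0.222) and with identical counts collapsed (0.0654).

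The list of other organs, liver and gut, was called upward by camera (adjusted p = 0.0445, and 0.731 with an estimated correlation) although the median log2 fold change of its 13 entries was -0.30 and their mean -0.30. Adjusted over the list alone 3 entries passed, all higher in YR_S: dre-miR-216b, ssa-miR-216a-5p, which held the same counts, and dre-miR-217_R+1. The hepatocyte miRNA ssa-miR-122-5p_R+1 averaged 574 ± 977 CPM in WR_S and 11.6 ± 12.2 CPM in YR_S, and its log2 fold change turned from -5.56 to 0.17 without WR_S replicate 3. The list's call was lost in 9 of 23 alternatives, among them without WR_S replicate 2 (adjusted p = 0.365), without YR_S replicate 2 (0.222) and in limma on log2(deposited value + 1) (0.0917).

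The other lists were not called by camera in the main test, and where an alternative called 1 of them the call was lost with an estimated correlation (smallest adjusted p 0.529). In the pigment cell list 28 of 49 entries were higher in YR_S, its median was 0.16 and its mean -0.12, and camera gave an adjusted p of 0.172, and 0.0258 upward when only entries with a mean of at least 10 were tested. Adjusted over the list alone 2 entries passed, ssa-miR-204-5p and hsa-mir-204-p5, both higher. The sequence of hsa-mir-204-p5 is that of ssa-miR-204-5p with further bases at its end, so the 2 are length variants of 1 miRNA. Its other abundant members were ssa-miR-148a-3p_R-1 (2043 ± 792 CPM in YR_S against 2721 ± 857 in WR_S) and gmo-miR-221-3p (1456 ± 152 against 1301 ± 205). Beside the study's network, given above and not independent evidence, a fry test for change in either direction gave adjusted p below 0.05 for 4 lists, with 0.00107 for the pigment cell list, 0.0346 for liver and gut, 0.0346 for the fragment suspects and 0.0484 for sensory and neuroendocrine cells, and fry's test for a shift in 1 direction called 0 lists in the main test. Without YR_S replicate 3 these 4 became 0.124, 0.124, 0.167 and 0.247, and each of the 4 calls was also lost without other single libraries. Of the HOX cluster list 14 of 20 entries were lower in YR_S (camera adjusted p = 0.0615, 0.0348 without the fragment suspects, 0.0439 without WR_S replicate 3 and 0.0188 without YR_S replicate 3), and dre-miR-196d_R+1 passed over the list alone. Its abundant members ssa-miR-10b-5p (18450 ± 5943 against 14992 ± 2325 CPM), ssa-miR-10a-5p (11553 ± 2972 against 8990 ± 577) and ssa-miR-10d-5p_L-1R+1 (3354 ± 1303 against 2913 ± 345) did not.

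In the epithelium list 28 of 31 entries were lower in YR_S, with a median log2 fold change of -0.31, but camera gave an adjusted p of 0.163. The list was called downward in 4 of 23 alternatives, with quantile normalization in limma (adjusted p = 0.0463), without the fragment suspects (0.0380), without WR_S replicate 3 (0.00116) and without YR_S replicate 1 (0.0118). With an estimated correlation it was called in none (smallest adjusted p 0.568). ssa-miR-200a-3p averaged 2673 ± 624 CPM in YR_S and 3814 ± 581 CPM in WR_S, ssa-miR-200b-3p_R-1 3834 ± 1202 and 5397 ± 1175 CPM, and the keratinocyte miRNA ssa-miR-205b-5p 14900 ± 4355 and 15011 ± 3140 CPM. In the sensory and neuroendocrine list 14 of 23 entries were lower (adjusted p = 0.394, and 0.0265 downward with a mean of at least 10), with ssa-miR-375-3p at 479 ± 258 against 763 ± 86.5 CPM, ssa-miR-183-5p_R+1 at 73.9 ± 59.4 against 177 ± 113 CPM and ssa-miR-128-3p at 1116 ± 80.6 against 931 ± 115 CPM. The log2 fold change of ssa-miR-183-5p_R+1 was -1.28, and -1.88 without WR_S replicate 3 and -2.26 without YR_S replicate 1. Of the innate immunity entries 44 of 75 were lower, with a median of -0.13 and a mean of -0.21, while camera leaned upward without a call (adjusted p = 0.944), and ssa-miR-21b-5p (53175 ± 7848 against 60424 ± 20003 CPM), ssa-miR-146a-5p (14405 ± 2517 against 12880 ± 4798 CPM) and ssa-miR-21a-5p_R-3 (5654 ± 1566 against 6654 ± 1884 CPM) differed by less than the spread between libraries. Of the leukocyte entries 7 of 13 were lower, with a median of -0.01 and a mean of -0.52, and camera again leaned upward without a call (adjusted p = 0.944). The entries ipu-miR-150_R+1, ssa-miR-142a-5p_L+2R-1 and ola-miR-223_R+2 averaged 298 ± 89.9, 217 ± 32.4 and 122 ± 28.3 CPM in YR_S against 360 ± 56.5, 203 ± 58.9 and 100.2 ± 18.4 CPM in WR_S.

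The red cell list split into 3 higher and 3 lower entries (adjusted p = 0.934, and 0.0459 downward without WR_S replicate 1). abu-miR-451_R+1 averaged 80.2 ± 38.8 CPM in YR_S and 75.8 ± 61.9 CPM in WR_S, ssa-miR-144-5p_R-1 6.95 ± 5.16 and 5.58 ± 5.51 CPM, and abu-mir-451-p3_1ss6TC 3.77 ± 4.12 and 5.84 ± 6.32 CPM. Without each library in turn their log2 fold changes ran from -0.48 to 0.72, from -0.51 to 1.14 and from -1.60 to 0.66, so no direction can be given. Stroma entries were higher in 24 of 43 cases (adjusted p = 0.404), and let-7 entries in 38 of 61 (adjusted p = 0.218, and 0.0191 without WR_S replicate 3). ipu-let-7a averaged 9540 ± 1036 CPM in YR_S and 8480 ± 1006 CPM in WR_S, ssa-let-7e-5p 4896 ± 1172 and 4896 ± 667 CPM, and gmo-let-7j-5p 3416 ± 935 and 4197 ± 440 CPM. Beyond these, of the lists without a call (epithelium, sensory and neuroendocrine cells, innate immunity, leukocytes, erythrocytes, stroma and let-7) 0 members passed over the list alone.

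With entries of identical sequence summed, the 10 most abundant sequences took 64.8% to 70.5% of the counts of a library. The levels that follow are of single entries, which hold only a part of reads divided among entries. Their order therefore need not be that of the sequences. All miR-199 entries together summed to 253516 ± 47320 CPM in YR_S and 215624 ± 26613 CPM in WR_S. eca-miR-199a-5p led with 71540 ± 13906 CPM in YR_S and 56382 ± 3894 CPM in WR_S, followed by ssa-miR-21b-5p, gmo-miR-100a-5p (52567 ± 9483 and 47887 ± 9470 CPM), oni-miR-22b_R+1 (36684 ± 10311 and 31453 ± 668 CPM) and ssa-miR-204-5p. Next came ssa-miR-30b-5p_R-1 (19067 ± 535 and 17441 ± 563 CPM), ssa-miR-10b-5p, ssa-miR-205b-5p, gmo-miR-125b-5p (15141 ± 2917 and 12425 ± 1108 CPM) and eca-miR-199a-3p_R-1 (12407 ± 3620 and 14966 ± 3998 CPM). ssa-miR-214-3p_L-1_1ss23AT of the stroma list averaged 11729 ± 1937 and 10238 ± 1965 CPM. Of these 11 entries ssa-miR-204-5p alone had an unadjusted p below 0.05.

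The second comparison concerned detection. Of the 1426 entries 1094 were above 0 in both groups, 249 in WR_S only and 83 in YR_S only. Most of the entries of 1 group were scarce. Of the 249, 149 were above 0 in 1 library, 71 in 2 and 29 in all 3, their median total count was 6 and they held 0.0171% of the WR_S counts. Of the 83, 63 were above 0 in 1 library, 17 in 2 and 3 in all 3, with a median total count of 4. The 29 entries in all WR_S libraries and no YR_S library were led by dre-miR-196d_R+1 and PC-5p-46605_30, and the 3 entries in all YR_S libraries alone were PC-5p-43254_34, PC-5p-45109_32 and PC-5p-68038_13, with total counts of 47, 32 and 6.5. Over the 10 ways to divide the 6 libraries into 2 sets of 3, the real groups gave the largest number of entries in 1 set only (332, against at most 284) and of entries in all libraries of 1 set and none of the other (32, against at most 17), a share of 0.1, which is the smallest these splits can give. The 32 are the same entries as those at the study's thresholds with 1 group at 0, and not a separate result. Depth bears on these counts, since with the libraries thinned to equal depth and at least 4 reads counting as detected, 13.7 entries on average were in all libraries of 1 real group and none of the other, against 34 unthinned at that minimum.

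**Figure D3:**
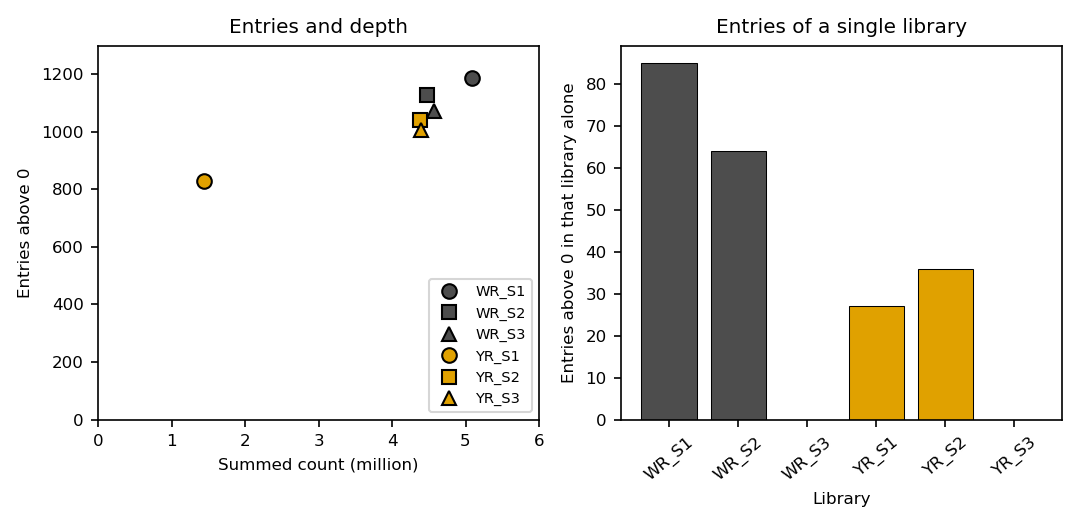
Left, entries above 0 against the summed count in units of 1e6, with 1 point per library (grey WR_S, yellow YR_S). Right, entries above 0 in a single library alone, which numbered 85, 64 and 0 in WR_S replicates 1, 2 and 3, and 27, 36 and 0 in YR_S replicates 1, 2 and 3.

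Detection differed with depth. The libraries listed 1187, 1129 and 1072 entries in WR_S and 828, 1041 and 1005 in YR_S, the fewest in the shallowest library. With all libraries thinned to the total of YR_S replicate 1 and at least 4 reads counting as detected, the mean numbers over 20 draws were 115 entries in WR_S only and 92.3 in YR_S only, where the unthinned libraries gave 265 and 77 at that minimum. No entry was above 0 in replicate 3 of either group alone, or in those 2 libraries alone.

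The length distribution was the third comparison. Entries of 22 nt held 50.7% ± 1.19 (SD, n = 3) of the counts in YR_S and 49.3% ± 2.74 (SD, n = 3) in WR_S (exact permutation test, two-sided, p = 0.5, smallest possible 0.1). Of the entries above 0, 45.8% ± 0.733 (SD, n = 3) in YR_S and 45.3% ± 0.585 (SD, n = 3) in WR_S were 22 nt long (exact permutation test, two-sided, p = 0.5). On average over the libraries 23 nt entries held 38.9% of the counts and 21 nt entries 10.2%.

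Predicted candidates were compared with database entries. At the study's thresholds stood 25 of 261 tested candidates (9.58%) and 64 of 824 database entries (7.77%), an odds ratio of 1.26 (Fisher's exact test, two-sided, p = 0.365, as a description across entries that are not independent). The odds ratio changed direction with the libraries used, from 0.345 (Fisher's exact test, p = 0.00542) without WR_S replicate 3 to 2.33 (Fisher's exact test, p = 3.50e-04) without YR_S replicate 3. It was 0.533, 0.411 and 0.764 without WR_S replicate 1, WR_S replicate 2 and YR_S replicate 1, and 2.25 without YR_S replicate 2. The filter of 3 libraries was kept, so without a WR_S library the entries found in WR_S alone were not tested. Candidates at the thresholds numbered 9, 6 and 7 without WR_S replicates 1, 2 and 3. They numbered 20, 39 and 35 without YR_S replicates 1, 2 and 3. The filter thus accounts for part of the lower odds ratios without a WR_S library.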

Values the study reported

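The study reported 1426 miRNAs, of which 249 were seen in WR_S only and 83 in YR_S only. It reported 50 differentially expressed miRNAs, 10 of them upregulated and 40 downregulated in YR_S. For miRNAs of 22 nt it gave shares of 36.94% in WR_S and 37.54% in YR_S. The small RNA libraries gave 82,053,134 raw reads, and the clean reads numbered 38,307,832 for WR_S and 31,927,956 for YR_S.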

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

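The tests by DESeq2, with collapsed count patterns, with the authors' factors, with a robust prior and on thinned libraries were chosen after the data were seen. Limma on log2(deposited value + 1) was planned as the main test of a normalized table and became an alternative when the table was seen to hold counts.

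In edgeR 0 entries passed the adjustment, with 113 at an unadjusted p below 0.05, and 0 passed under 22 of the 25 alternatives. Limma with array weights gave 9, DESeq2 36 and DESeq2 with identical counts collapsed 25. At the study's thresholds the 89 entries became 50 with a mean of at least 10 (34 lower), which tests fewer entries, and 137 with array weights (114 lower). Those higher in YR_S numbered 40 with quantile normalization, and 12 with identical sequences collapsed and 12 without predicted candidates. Leaving out each library in turn gave 56 to 106 entries, 11 to 19 higher and 44 to 93 lower. Part of this range is fixed by the filter of 3 libraries. Entries found in 1 group alone leave the test when a library of that group is left out. Of the family lists 5 were called by camera, 3 with identical counts collapsed and 2 to 7 without each library. With the preset correlation skeletal muscle and miR-17-92 were called in all 23 alternatives, endothelium in 16, liver and gut in 14 and the fragment suspects in 20 of 22. These counts all keep the preset of 0.01 and so do not test it. In the main test the estimated correlation was 0.433 for skeletal muscle, 0.399 for the fragment suspects and 0.298 for liver and gut. It was 0.256 for endothelium and 0.0314 for miR-17-92. Of the lists not called in the main test, camera called epithelium in 4 of the 23 alternatives, HOX clusters and the study's network in 3 each, pigment cells, sensory and neuroendocrine cells, erythrocytes and let-7 in 1 each, and innate immunity, leukocytes and stroma in 0. With an estimated correlation camera called 0 lists in the main test (adjusted p of these 5 lists 0.731 to 0.757) and 0 in any alternative, and fry for a shift in 1 direction called none of these 5 and called the study's network in 2 alternatives. Fry for change in either direction called pigment cells in 20, sensory and neuroendocrine cells in 17, and liver and gut and the study's network in 18 each of 23 alternatives, and the fragment suspects in 16 of 22. It also called endothelium in 7, skeletal muscle in 4, HOX clusters in 3 and epithelium, innate immunity and miR-17-92 in 1 each. Collapsing adds the counts of the merged entries, so it also multiplies reads listed in full more than once. The cause of these changes was not tested. The median log2 fold change of all tested entries was -0.03, and -0.13 with equal totals, -0.14 with the authors' factors and 0.03 with quantile normalization.

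Detection moved with depth. Thinning to the shallowest library gave 207 entries in 1 group only, 115 of them in WR_S only, and 13.7 in all libraries of 1 group and none of the other, 10.1 of them in WR_S, where the unthinned libraries gave 342, 265, 34 and 32 at the minimum of 4 reads. Without each library the numbers were 164 to 332 in WR_S only, 47 to 114 in YR_S only, 42 to 67 in all libraries of 1 group alone, 31 to 59 for WR_S and 3 to 11 for YR_S, where fewer libraries must be above 0 or at 0. The share of 22 nt kept its direction under the 9 alternatives. The odds ratio of predicted candidates was 0.345 to 2.33 without each library. The filter of 3 libraries, which drops entries found in WR_S alone when a WR_S library is left out, accounts for part of this. Other causes were not tested.

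The replicate numbers were not stated to pair fish. On log2 CPM with each group's mean removed per entry, each WR_S library correlated best with the YR_S library of its own number (0.116, 0.0553 and 0.223), and a replicate block gave 77 entries at the study's thresholds, 0 after adjustment in edgeR (113 unadjusted at p below 0.05 without the block) and 5 lists.

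For the 69 named miRNAs 1537 of 1636 values under alternatives kept their sign, and 99 values of 19 miRNAs changed it. In 43 values of 18 miRNAs the adjusted p in DESeq2 or in limma with array weights was below 0.05, among them ssa-miR-204-5p, whose log2 fold change was 0.65 to 0.92 over all alternatives. The log2 fold changes that changed sign are given here by alternative, and the cause was not tested. With quantile normalization in limma they were gmo-miR-100a-5p -4.53e-15 (0 within rounding), oni-miR-22b_R+1 -0.17, ssa-miR-30b-5p_R-1 -0.11, ssa-miR-126-3p -0.0659 and ssa-let-7e-5p -0.10. Values with identical sequences collapsed were ssa-miR-30b-5p_R-1 -0.0159, ssa-miR-126-3p -0.11, ssa-miR-27b-3p -0.0808, ssa-let-7e-5p -0.15 and ssa-miR-142a-5p_L+2R-1 -0.0592. Under limma on log2(deposited value + 1) came ssa-miR-126-3p -0.13, ssa-miR-27b-3p -0.0531 and ssa-let-7e-5p -0.13. With limma at a pseudocount of 0.5 they were ssa-miR-126-3p -0.13, ssa-miR-27b-3p -0.0531 and ssa-let-7e-5p -0.13. Values with limma at a pseudocount of 5 were ssa-miR-126-3p -0.13, ssa-miR-27b-3p -0.0531 and ssa-let-7e-5p -0.13. Under no filter came ssa-miR-126-3p -0.0531, ssa-miR-27b-3p -0.0120, abu-miR-451_R+1 -0.0167 and ssa-let-7e-5p -0.0852. With equal totals they were ssa-miR-126-3p -0.0844, ssa-miR-27b-3p -0.0449, abu-miR-451_R+1 -0.0411 and ssa-let-7e-5p -0.11. Values with median-of-ratios size factors were ssa-miR-126-3p -0.0349, abu-miR-451_R+1 -0.00443 and ssa-let-7e-5p -0.0696. Under replicate block came ssa-miR-126-3p -0.0231 and ssa-let-7e-5p -0.0180. With limma array weights they were ssa-miR-126-3p -0.11, ssa-miR-10d-5p_L-1R+1 -0.0552, ssa-miR-146a-5p -0.12, ssa-let-7e-5p -0.11, ssa-miR-142a-5p_L+2R-1 -0.0648 and gmo-miR-221-3p -0.0397. Values with fragment suspects left out were ssa-miR-126-3p -0.0951, ssa-miR-27b-3p -0.0605, abu-miR-451_R+1 -0.0753, ssa-let-7e-5p -0.13 and ssa-miR-142a-5p_L+2R-1 -0.0271. Under predicted candidates left out came ssa-miR-126-3p -0.00780 and ssa-let-7e-5p -0.0436. With DESeq2 they were ssa-miR-126-3p -0.0387, ssa-miR-27b-3p -0.00246, abu-miR-451_R+1 -0.0146 and ssa-let-7e-5p -0.0740. Values with DESeq2 on identical counts collapsed were ssa-miR-126-3p -0.0523, ssa-miR-27b-3p -0.0181 and ssa-let-7e-5p -0.0892. Under identical counts collapsed came ssa-miR-126-3p -0.0613, ssa-miR-27b-3p -0.0153 and ssa-let-7e-5p -0.0902. With the authors' scaling factors they were ssa-miR-126-3p -0.0765, ssa-miR-27b-3p -0.0471, abu-miR-451_R+1 -0.0579, ssa-let-7e-5p -0.12 and ssa-miR-142a-5p_L+2R-1 -0.0127. Values with a mean of at least 10 were ssa-let-7e-5p -0.00911.

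Without each library in turn the log2 fold changes that changed sign ranged as follows: gmo-miR-100a-5p -0.0531 to 0.18, oni-miR-22b_R+1 -0.0326 to 0.23, ssa-miR-30b-5p_R-1 -0.00237 to 0.15, ssa-miR-205b-5p -0.35 to 0.16, ssa-miR-126-3p -0.28 to 0.13, ssa-miR-27b-3p -0.0568 to 0.0501 and abu-miR-451_R+1 -0.48 to 0.72. The same ranges were ssa-miR-144-5p_R-1 -0.51 to 1.14, abu-mir-451-p3_1ss6TC -1.60 to 0.66, ssa-miR-10d-5p_L-1R+1 -0.16 to 0.26, ssa-miR-146a-5p -0.26 to 0.26, ipu-let-7a -0.00840 to 0.18, ssa-let-7e-5p -0.21 to 0.00392 and ssa-miR-142a-5p_L+2R-1 -0.20 to 0.27. Further ranges were ssa-miR-122-5p_R+1 -6.82 to 0.17, ssa-miR-92a-3p -0.12 to 0.35, gmo-miR-221-3p -0.0962 to 0.18, ssa-miR-214-3p_L-1_1ss23AT -0.0443 to 0.21, mmu-mir-6240-p5_1ss19GT -0.77 to 0.0815 and family mir-122 -6.84 to 0.33. The ssa-miR-122-5p_R+1 and family mir-122 values turned without WR_S replicate 3, the library that held most of their reads.

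Camera leaned the other way for lists that were not called, and the cause was not tested. The adjusted p of innate immunity was then 0.87 (limma on log2(deposited value + 1)), 0.84 (limma, pseudocount 0.5), 0.956 (limma, pseudocount 5), 0.911 (mean of at least 10), 0.991 (equal totals), 0.87 (limma array weights), 0.833 (identical sequences collapsed), 0.859 (without the fragment suspects), 0.991 (without predicted candidates), 0.689 (identical counts collapsed) and 0.986 (authors' scaling factors). For leukocytes it was 0.987 (identical sequences collapsed), 0.864 (without the fragment suspects), 0.991 (without predicted candidates), 0.952 (identical counts collapsed), 0.986 (authors' scaling factors) and 0.711 (quantile normalization, limma), for erythrocytes 0.728 (mean of at least 10) and 0.987 (identical sequences collapsed), for stroma 0.859 (quantile normalization, limma) and for the study's network 0.559 (mean of at least 10) and 0.549 (without predicted candidates). Without each library in turn the adjusted p of lists that changed direction ranged as follows: innate immunity 0.0715 to 0.864, leukocytes 0.313 to 0.911, erythrocytes 0.0459 to 0.946, stroma 0.0871 to 0.818, let-7 0.0191 to 0.866 and study network 0.119 to 0.837. Erythrocytes were called without WR_S replicate 1 and let-7 without WR_S replicate 3.

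Depth limits what can be seen at low levels, since 64 of the 89 entries at the study's thresholds averaged under 10 CPM and a count of 3 stood for 1.95 CPM in the shallowest library.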

Other observations

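The sums per miRNA family, the tests of explanations and the comparison of edgeR, DESeq2 and list results over splits were chosen after the data were seen. The limit for the thinning test alone was set before its result was seen.

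When reads were summed over all entries of a family, 151 families were tested and edgeR called 0 at an adjusted p below 0.05, with 15 at an unadjusted p below 0.05 (6 higher and 9 lower in YR_S), while DESeq2 called 10. The miR-204 family had the smallest adjusted p in both, 0.0852 in edgeR and 3.50e-05 in DESeq2, and averaged 37979 ± 1447 CPM in YR_S against 20675 ± 2154 CPM in WR_S, a fold of 1.84, with every YR_S library above every WR_S library. Its log2 fold change was 0.77 with the authors' scaling factors and between 0.85 and 1.02 without each library in turn, where the adjusted p in edgeR was 0.150 to 0.380. The miR-216 and miR-217 families were 5.02- and 5.61-fold higher in YR_S, and 3.96- and 3.44-fold higher without YR_S replicate 2. The miR-33 family was higher (187 ± 21.9 against 102 ± 21.0 CPM), as was miR-34 (72.2 ± 11.4 against 40.9 ± 2.72 CPM).

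Lower in YR_S by the same sums were miR-184 (1534 ± 176 against 2303 ± 96.6 CPM), miR-458 (159 ± 32.3 against 281 ± 47.5 CPM) and miR-182 of the sensory cluster with miR-183 and miR-96 (27.5 ± 10.7 against 79.4 ± 33.9 CPM). The miR-7550 family was at 48.3 ± 32.8 against 132 ± 45.8 CPM, a fold of 0.363, and 0.234 without YR_S replicate 1. The miR-202 family, 1 entry, was at 0 in all YR_S libraries and at 1.27 to 1.70 CPM in WR_S (9, 6 and 7 counts). That level lay below the 1.95 CPM that a count of 3 stood for in YR_S replicate 1. It was also near the mean YR_S floor of 1.15 CPM, so an absence from YR_S is not clear. These families had an unadjusted p below 0.05 in edgeR and none passed the adjustment there.

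The liver miRNA miR-122 stood at 3485 CPM in WR_S replicate 3 and at 5.76 to 51.6 CPM in the other 5 libraries. The genotype cannot account for it, since 1 of the 3 WR_S libraries lay above every YR_S library and the other 2 lay below YR_S replicate 2. RNA of liver in that library may be the source, but the test left it open: of miR-192 and miR-194, the tested liver families beside miR-122, 1 was highest in that library (miR-192, 77.6 CPM against at most 59.0 CPM), and miR-194 was at 34.3 CPM there and at 41.5 CPM in WR_S replicate 1. The muscle list was highest in the same library. Reads from another library could give the same level and were not tested.

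The mir-6236 entries made up 18 of the 89 entries at the study's thresholds, and in the authors' deposited table they made up 12 of 50. The 18 entries held 2 distinct count patterns, which fits the same reads being listed under several entries. Their 16 sequences joined by overlaps of at least 8 bases into 1 stretch of 50 bases, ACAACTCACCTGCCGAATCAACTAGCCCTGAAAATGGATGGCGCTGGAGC, and started at 14 positions in it, which is consistent with pieces of 1 longer RNA and not with the arms of a hairpin. Of the 7 suspect families tested 5 were lower in YR_S and 2 higher, miR-11987 (343 ± 42.3 against 172 ± 50.3 CPM) and miR-11980, and adjusted over these 7 in edgeR's test none passed (smallest adjusted p 0.0501), so a lower yield of structural RNA fragments as a whole stays open. Why this stretch was lower in YR_S stays open, the genotype included.

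More entries were found in WR_S only than in YR_S only, by a ratio of 3. After thinning to the depth of YR_S replicate 1, with at least 4 reads counting as detected, the ratio was 1.24 on average and 1.12 to 1.54 over the draws. The unthinned libraries gave 265 and 77 entries at that minimum. The low depth of that library may thus account for part of the excess, but the draws lay on both sides of the limit of 1.5. Low depth of YR_S replicate 1 cannot account for all of the excess, which remained with that library left out. WR_S replicates 2 and 3 against YR_S replicates 2 and 3, of like depth, gave 171 and 86 entries, a ratio of 1.99. Against the same YR_S libraries the ratio was 3.37 for WR_S replicates 1 and 2 and 2.64 for WR_S replicates 1 and 3, so it moved with the WR_S pair. For all WR_S libraries it was 4.59, where the groups differ in their number of libraries. That replicate 3 was not counted when predicted candidates were named is argued against for part of them: of 221 candidates with whole counts and replicate 3 reads, the number ending the name equalled the sum over all 6 libraries for 81, the sum over the other 4 for 8 and neither for 132, and database entries were not tested. How entries were selected for the table, and a difference in low-level miRNAs between the genotypes, stay open and untested.

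The 10 splits of the 6 libraries are too few for a share under 0.05. The real groups gave 89 entries at the study's thresholds and the highest of the other splits 50, with 1 of 10 splits as large. At an unadjusted p below 0.05 in edgeR the numbers were 113 and 83, with 1 of 10 splits as large. For DESeq2 the numbers were 36 and 15, with 1 of 10 splits as large. For edgeR at an adjusted p below 0.05 they were 0 and 0, in 10 of 10 splits. For the lists called by camera the real groups gave 5 and another split 8, with 4 of 10 as large.

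The number of entries at the study's thresholds here was 89, with 19 higher and 70 lower in YR_S. These are higher than the values quoted from the study above. The authors' deposited table itself held 50 entries at those thresholds, 10 higher and 40 lower, in 39 distinct count patterns, and Benjamini-Hochberg adjustment of its p-values called 0, with a smallest adjusted p of 0.272. Of those 50 entries 36 were also at the thresholds in edgeR's test.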
